A study of Mus musculus with 13 samples.

How the data were processed

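RNA from mouse microglia was measured in 13 libraries. Per the labels' protocols, total RNA was extracted with TRIzol, ribosomal RNA was depleted with a RiboMinus kit, stranded total RNA libraries were made with TruSeq Gold chemistry, and sequencing was done on a NovaSeq instrument, with FastQC used to look at read quality. The labels do not state the aligner, the counting program, the genome build, the annotation or how counting treated the strand. The libraries were grouped by the titles in the labels into wild type with the EGFP vector (n = 3), 5xFAD with the EGFP vector (n = 2), 5xFAD with the circRNA vector (n = 4) and 5xFAD with PKR knockout (n = 4). The treatment labels of the circRNA libraries differ between libraries, and whether all of them received the same construct is not settled. The labels name no vector for the PKR knockout mice. Library names appear in the labels of the PKR knockout libraries and of no other group, so any difference in when those libraries were made cannot be told apart from the knockout itself.

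The authors deposited 1 table of FPKM values (fragments per kilobase of gene, scaled to the library's fragments), with 19737 genes and 1 column for each library, not pooled. FPKM is divided by each library's total, so a group of highly expressed genes that changes can move the values of other genes. The column sums ranged from 123352 to 170775. In FPKM, the low values of a gene are multiples of what 1 fragment is worth in that library, and this step gave the gene lengths and depths. The steps matched the union of exon lengths in GENCODE M21 (build GRCm38), in which 19418 genes (98.4%) had a length. The steps were found in values below 0.3 FPKM. Of 73838 recovered nonzero values under 200 fragments, 86.8% were whole fragments within 0.02 of a fragment, against 4% by chance. A larger share, 95.1%, were whole or odd multiples of 0.5 fragments, against 8% by chance. Gene positions are given in GRCm38 from that annotation, since the labels do not name a build.

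Depth recovered this way ranged from 45.2 to 70.0 M (mega) fragments for each library, and 49.3% to 60.8% of these fell in the listed genes. A gene of 2 kb at 1 FPKM had 90.4 to 140 fragments, a counting error of 8.45% to 10.5%. The spread between replicates was not measured separately for genes near this level. A low gene could vary little, such as Gbe1 at 2.60 ± 0.06 FPKM (SD, n = 4) with circRNA. Counting error was therefore not shown to be small beside the replicate spread at every level tested. Counting error does not cover differences in dissection, cell isolation or library making.

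Differential expression was tested with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), in 10817 genes with a mean of at least 1 FPKM over the 13 libraries. All libraries entered 1 linear model with a mean for each group, which left 9 residual degrees of freedom, followed by eBayes with an intensity trend. Log2 changes are on this scale and understate the change of genes near 1 FPKM and below. P-values were adjusted with the Benjamini-Hochberg method within each of 6 comparisons, and the threshold was an adjusted p of 0.05. A count-based test was not the main analysis because the values are FPKM. The replicate numbers in the titles are shared between groups, and a fit with the replicate number as a block was run beside the fit without it. The labels do not say that libraries with the same number come from paired animals.

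The 5 gene sets (disease-associated microglia, homeostatic, interferon, stress response and inflammatory) were listed before the data were examined, as were the groups, the tests and most of the alternatives. Sets were tested with limma's fry function, two-sided, adjusted over 30 tests (5 sets in 6 comparisons). The size of a set's change was the mean log2 change over its tested genes. A score for each library, the mean log2(FPKM + 1) over the set, was compared between groups with exact two-sided permutation tests beside fry. Ccl3 and Ccl4 belong to both the disease-associated and the inflammatory sets. Clec7a, Mx1, Mx2 and Fcrl2 were listed but are not analysed here.

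Genes named in the text followed a rule: a panel listed beforehand, and in each of the first 3 comparisons the 5 raised and 5 lowered genes with the largest changes among those that passed the threshold with no overlap between groups. Where no gene passed, the 3 genes with the smallest unadjusted p in each direction were chosen, and 1 of the lowered genes so chosen is not reported here. Genes outside this rule are marked as chosen after their values were seen. To ask whether a treatment moved genes back toward wild type, the 200 genes most raised and most lowered in 5xFAD against wild type were chosen with 1 of the 5xFAD EGFP libraries, and the treatment change was measured against the other, in both orders. The similarity of the circRNA and PKR knockout changes was likewise computed with a different 5xFAD EGFP library as the baseline of each.

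The pipeline was tested on simulated data. With 200 of 10817 genes changed by 1 log2 unit, it recovered 87%, 84% and 87% of them in the first 3 comparisons, with 9, 5 and 11 false calls. The simulated noise was independent between genes, and each gene had the same spread in all libraries. These shares therefore do not show the power for smaller changes in single genes, or for libraries of unequal quality.

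The alternatives were pseudocount 0.1, no filter on low values, a mean of at least 5 FPKM, median-ratio scaling, quantile normalization, rescaling each library to the same sum, only the 2 groups compared in the fit, limma arrayWeights, eBayes without the trend, a covariate for the level of neuron, astrocyte, oligodendrocyte and endothelial markers, the replicate block, limma's camera function for the sets, and leaving out each library in turn. After seeing the data, 3 more were added: limma voom on the recovered fragments, removal of each library's trend on GC content and gene length, and the replicate block together with that removal. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used to read the table and draw the plots.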

Results

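Gene expression was measured by ribosomal RNA-depleted, stranded total RNA sequencing of microglia, the resident macrophages of the brain, in 13 mouse libraries. The 5xFAD mouse is a transgenic model of Alzheimer's disease. Wild type mice (n = 3) and 5xFAD mice (n = 2) had received an adeno-associated virus with the PHP.eB capsid carrying EGFP. Other 5xFAD mice (n = 4) had received the same kind of virus carrying circPOLR2A, a circular RNA. The treatment labels of these circRNA libraries differ, and they were grouped by title as the same construct. A further group was 5xFAD with knockout of PKR (n = 4), the kinase activated by double-stranded RNA. The series concerns delivery of double-stranded circular RNA to neurons and its effect on microglia in 5xFAD mice. Its design asks how microglia differ between 5xFAD and wild type, whether the circular RNA changes 5xFAD microglia, and how that compares with loss of PKR. Mean depth was 48.5 ± 1.75 M fragments (SD, n = 3) in wild type and 54.2 ± 0.99 M (SD, n = 2) in 5xFAD EGFP. It was 48.6 ± 3.79 M (SD, n = 4) with circRNA and 64.4 ± 5.86 M (SD, n = 4) in PKR knockout, so the knockout libraries were the deepest. Between 16298 and 16963 genes were above 0 in a library.

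Each library was counted as a sample, following the labels, and replicates differed by more than counting noise. The chi-square per degree of freedom between replicates, over 11870 genes, was 15.6 for the pair of 5xFAD EGFP libraries, 22.4 to 97.9 within the circRNA group and 20.5 to 53.6 within the PKR knockout group. Within wild type it was 21.9 between replicates 1 and 2, and 171 and 208 between these and replicate 3. The first principal component held 54.8% of the variance, with wild type libraries between -47.8 and -27.2 and the 5xFAD libraries between -1.74 and 23.9. The second held 18.1% and separated wild type replicate 3 (17.2) from the other wild type libraries (-18.2 and -22.1).

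The gene for PKR, Eif2ak2 (chromosome 17, 78852564 to 78882573, minus strand, GRCm38), was examined first, as a check of the knockout labels. Its FPKM in the PKR knockout libraries was 3.35, 4.61, 3.31 and 4.16, lower than in every 5xFAD library with the gene intact. It was 6.49 and 6.59 in 5xFAD EGFP, and 7.37, 7.48, 7.73 and 8.11 with circRNA. Wild type libraries had 5.18, 5.23 and 4.14, a range that overlapped the knockout group. Against 5xFAD EGFP, the log2 change in PKR knockout was -0.64 (SE 0.11), and limma's adjusted p was 0.0644, above the threshold. The alternative that moved this value most, rescaling each library to the same sum, gave -0.81. Rescaling also makes the pseudocount weigh less, and pseudocount 0.1 without rescaling gave -0.76. The call depended on the setting, with limma adjusted p-values from 0.00650 to 0.110 over 14 alternatives. The change was +0.20 (SE 0.11, limma adjusted p = 0.739) for circRNA against 5xFAD EGFP, and +0.37 (SE 0.12, limma adjusted p = 0.0577) for 5xFAD EGFP against wild type. Between circRNA and PKR knockout it was +0.85 (SE 0.09, limma adjusted p = 0.00147). Against wild type it was +0.57 with circRNA (SE 0.10, limma adjusted p = 0.00118) and -0.27 in PKR knockout (SE 0.10, limma adjusted p = 0.0486), where the call was lost in 7 of 14 alternatives. With the replicate number as a block the changes were -0.63 (limma adjusted p = 0.0617) for PKR knockout against 5xFAD EGFP, +0.33 (limma adjusted p = 0.0967) for 5xFAD EGFP against wild type, -0.30 (limma adjusted p = 0.0317) for PKR knockout against wild type, and +0.85 (limma adjusted p = 0.00203) for circRNA against PKR knockout.

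**Figure D1:**
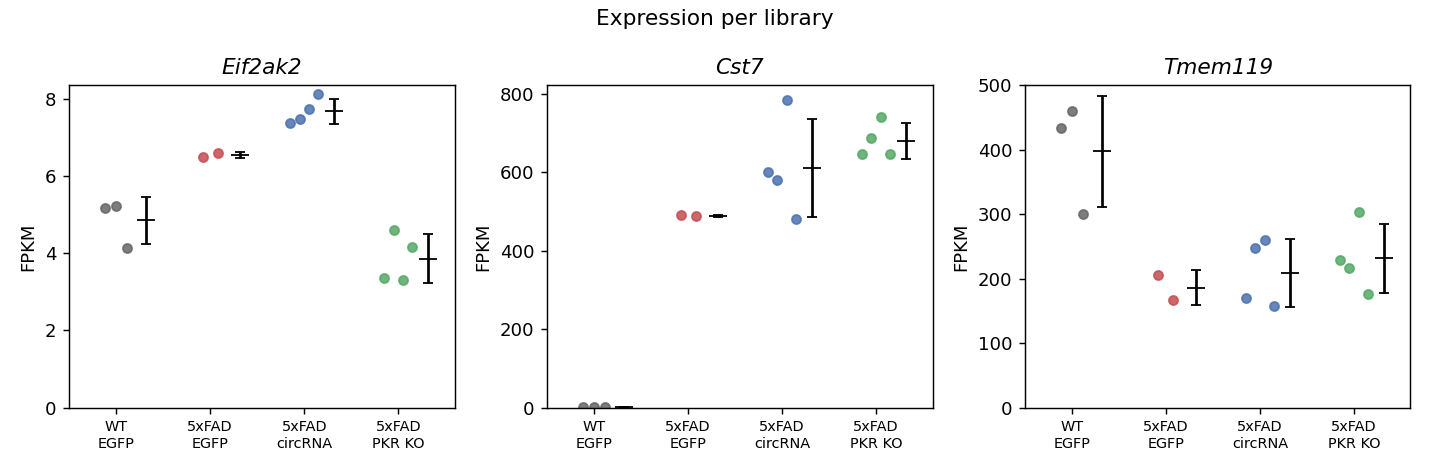
FPKM (vertical axis, linear, from 0) of Eif2ak2, Cst7 and Tmem119 in each library of the 4 groups; each point is a library, and the dash with its bar beside the points is the mean with the SD. Eif2ak2 was 3.31 to 4.61 in the PKR knockout libraries and 6.49 to 8.11 in the other 5xFAD libraries, and Cst7 was about 3.01 on average in wild type against 489 in 5xFAD EGFP.

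5xFAD was compared with wild type, both with the EGFP vector, to find what the disease model changes in microglia. In limma, 1514 of 10817 genes passed the adjusted threshold, 827 raised and 687 lowered in 5xFAD, of which 246 and 176 changed at least 2-fold. The alternative that moved this count most, rescaling each library to the same sum, gave 3592 genes (709 raised and 2883 lowered), 1389 of them among the 1514, with the median of all genes at -0.21 against -0.03 without it. The smallest count, 509 genes (386 raised and 123 lowered) with 496 among the 1514, came from fitting the 2 groups alone. Deviations from the group means correlated at a mean r of 0.12 across genes between same-numbered libraries of these 2 groups (2 pairs), against -0.06 for other pairs. The 5xFAD EGFP group has 2 libraries, whose deviations are mirror images of each other. The value for other pairs therefore follows from the same-numbered value and is not separate evidence of pairing. With the replicate number as a block 1306 genes passed, 1227 of them among the 1514. With the block and the trends on GC content and gene length removed, 1624 passed. Groups did not overlap in 37.6% of genes, against 20% by chance for 2 libraries against 3.

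On the log2(FPKM + 1) scale, the 5 genes raised most were Cst7, Gpnmb, Spp1, Itgax and Baiap2l2. Cst7 (chromosome 2, 150570415 to 150578944, plus strand, GRCm38) rose from 3.01 ± 0.04 FPKM (SD, n = 3) in wild type to 489 ± 2.41 FPKM (SD, n = 2) in 5xFAD EGFP, a log2 change of 6.93 (SE 0.17, limma adjusted p = 1.96e-10). Spp1 (chromosome 5, 104435118 to 104441050) rose from 2.84 ± 0.47 to 98.9 ± 0.96 FPKM, Itgax (chromosome 7, 128129547 to 128150657) from 2.35 ± 0.49 to 81.3 ± 0.86 FPKM, and Gpnmb (chromosome 6, 49036546 to 49070929) from 0.118 ± 0.026 to 29.1 ± 3.55 FPKM. Baiap2l2 (chromosome 15, 79258195 to 79285537) rose from 0.10 ± 0.08 to 17.4 ± 0.51 FPKM. The largest limma adjusted p of these 5 genes was 5.83e-06, for Spp1. The 5 genes lowered most were Rgs5, Ly6c1, Igfbp7, Ahnak and Pltp, with log2 changes from -1.83 for Rgs5 to -1.62 for Pltp and limma adjusted p-values from 0.00218 (Rgs5) to 0.0104 (Igfbp7). Rgs5 (chromosome 1, 169655501 to 169695813) fell from 28.6 ± 11.1 FPKM (SD, n = 3) to 6.99 ± 1.87 FPKM (SD, n = 2). Ly6c1 has near-identical neighbours, and its value is uncertain where the counting could split reads between them. It is also in the endothelial marker list. The endothelial score was 3.30 to 4.43 in wild type and 2.27 to 2.72 in 5xFAD EGFP. The border macrophage score was 3.07 to 3.63 and 2.29 to 2.66. The neuron, astrocyte and oligodendrocyte scores overlapped between these groups. Genes lowered in 5xFAD may therefore in part reflect the amount of RNA from other cells.

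Of the 17 panel genes tested, 10 passed the threshold over all genes and 12 when the adjustment was over the panel alone. Apoe rose from 324 ± 25.6 to 1855 ± 242 FPKM, a log2 change of 2.51 (limma adjusted p = 6.71e-06). Tmem119 fell from 398 ± 86.2 to 186 ± 27.3 FPKM, a log2 change of -1.07 (limma adjusted p = 0.0227). P2ry12 fell by 0.50 on the log2 scale and Cx3cr1 by 0.31, with limma adjusted p-values of 0.178 and 0.401. The Tmem119 call held in 13 of 14 alternatives. It was lost with the 2 groups alone (limma adjusted p = 0.0987) and without wild type replicate 1 or 2 (0.0698 and 0.0602). The P2ry12 result was unchanged in 10 of 14 alternatives. P2ry12 passed under quantile normalization, rescaling, arrayWeights and the marker covariate, and without wild type replicate 3. Cx3cr1 passed under quantile normalization.

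The disease-associated set rose in 5xFAD by a mean log2 change of 2.35, with 33 of 33 genes raised (limma fry, adjusted p = 2.44e-07). It moved most under voom on the recovered fragments, to 2.64. The inflammatory set rose by 0.80 (19 of 20 genes, fry adjusted p = 0.00941) and the interferon set by 0.60 (26 of 27 genes, fry adjusted p = 0.0114). The homeostatic set changed by -0.25 (18 of 22 genes lowered, fry adjusted p = 0.389) and the stress response set by 0.12 (12 of 21 genes raised, fry adjusted p = 0.338), neither past the threshold. With the replicate block the changes were 2.34, 0.71, 0.60, -0.29 and 0.15 in the same order of sets, with fry adjusted p-values of 4.15e-05, 0.0184, 0.0479, 0.336 and 0.214. For 2 libraries against 3 the exact permutation test of the set scores cannot go below p = 0.1, and that value was reached by the disease-associated, inflammatory and interferon sets.

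**Figure D2:**
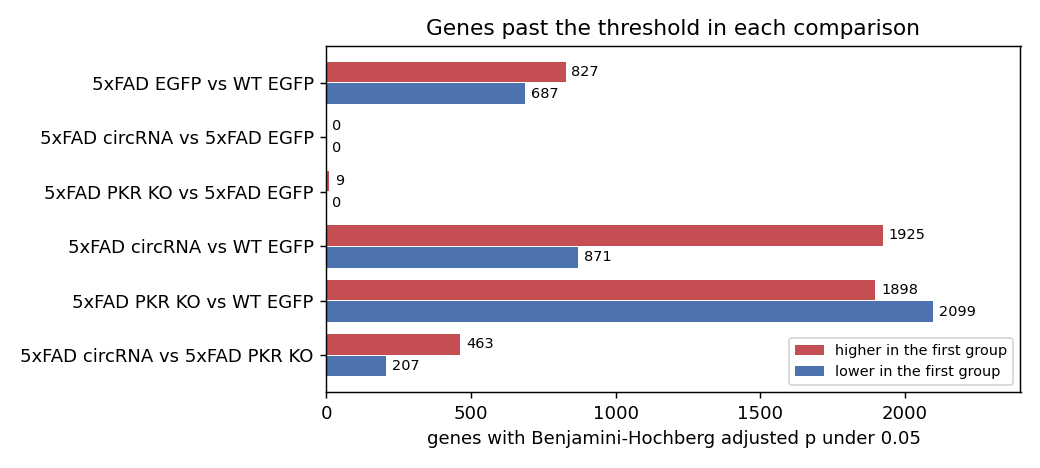
Number of genes (horizontal axis, from 0) with a Benjamini-Hochberg adjusted p under 0.05 in limma, higher (upper bar) or lower (lower bar) in the first-named group of each of the 6 comparisons. No gene passed between circRNA and EGFP in 5xFAD, and 9 passed between PKR knockout and EGFP, against 670 between circRNA and PKR knockout.

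The circRNA vector was compared with the EGFP vector in 5xFAD mice to ask whether the circular RNA changes the microglia. In limma, 0 of 10817 genes passed, the smallest adjusted p was 0.739, and 523 genes (4.83%) had an unadjusted p under 0.05. The median of all genes was 0.08 log2 units above 0. Among the genes with the smallest unadjusted p were Zfp3, Psma5 and Gbe1, higher with circRNA, and Eps8l1 and Iqcn, lower. The largest of these differences was in Eps8l1 (chromosome 7, 4460674 to 4480487, plus strand), at 0.893, 2.65, 1.73 and 0.717 FPKM with circRNA and 4.59 and 4.86 FPKM with EGFP. Its log2 change of -1.26 (SE 0.33) had a limma adjusted p of 0.739. With the level of neuron, astrocyte, oligodendrocyte and endothelial markers as a covariate, 12 genes passed, all lower with circRNA. The neuron marker score was also lower with circRNA (1.74 to 2.86) than with EGFP (2.91 to 3.10). The covariate mixes neuron with other markers, so it cannot separate out a difference in neuron RNA.

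With all libraries, fry passed none of the sets in this comparison, and camera passed the disease-associated, interferon and inflammatory sets. Camera compares a set with the other genes and was run with a small preset correlation between genes. A pass in camera therefore does not show that the set itself changed. All 27 genes of the interferon set were higher with circRNA, by a mean log2 of 0.33 (fry adjusted p = 0.0703), and its score was 2.93 ± 0.19 (SD, n = 4) against 2.60 ± 0.19 (SD, n = 2) (exact permutation p = 0.2). The disease-associated set was higher by 0.22 (30 of 33 genes, fry adjusted p = 0.231), the homeostatic set by 0.12 (19 of 22 genes, fry adjusted p = 0.654) and the stress response set by 0.09 (15 of 21 genes, fry adjusted p = 0.513). The inflammatory set changed by a mean log2 of -0.08 (12 of 20 genes lower, fry adjusted p = 0.839). The smallest exact permutation p that 4 libraries against 2 can give is 0.0667.

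**Figure D3:**
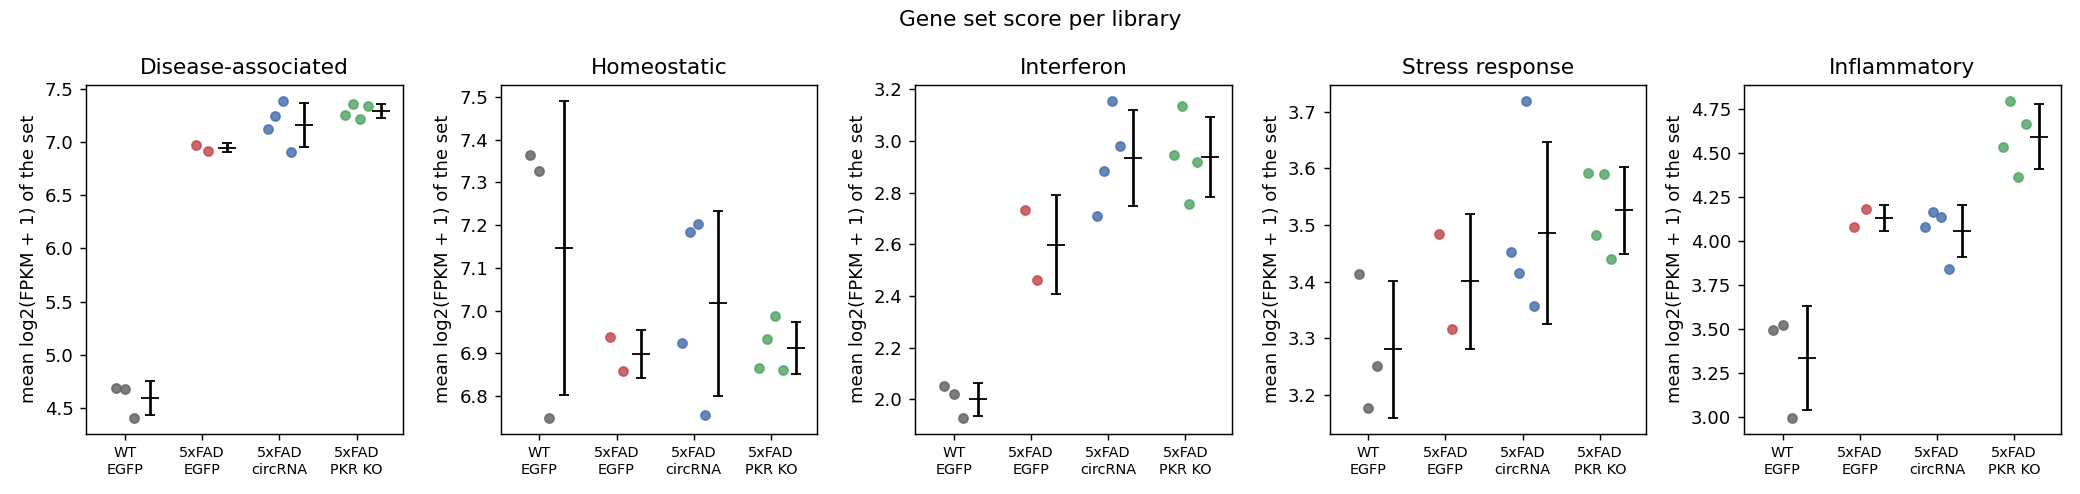
Score of each of the 5 gene sets (vertical axis, mean log2(FPKM + 1) over the set, axis not from 0) in each library of the 4 groups; each point is a library, and the dash with its bar is the mean with the SD. The disease-associated score was 4.59 on average in wild type and 6.95, 7.16 and 7.29 in 5xFAD EGFP, circRNA and PKR knockout, and the inflammatory score of all 4 PKR knockout libraries (4.37 to 4.80) lay above that of all 4 circRNA libraries (3.84 to 4.17).

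PKR knockout was compared with the EGFP vector in 5xFAD mice to measure the effect of losing PKR. Library naming sets this group apart in the labels, which name no vector for it, so batch and group cannot be told apart for PKR knockout. In limma, 9 genes passed, all higher in the knockout, and 1404 genes (13.0%) had an unadjusted p under 0.05. The 5 with the largest changes were Zc3h12a, Dkk2, Tmsb10, Maff and Cdkn1a, with log2 changes of 1.02, 1.00, 0.91, 0.89 and 0.82 and a limma adjusted p of 0.0430 for each. Zc3h12a (chromosome 4, 125118423 to 125127840, minus strand) was at 17.4 ± 2.08 FPKM (SD, n = 4) in the knockout and 8.06 ± 1.21 FPKM (SD, n = 2) with EGFP. Dkk2 (chromosome 3, 132085292 to 132180304, plus strand) was at 9.02 ± 0.80 FPKM and 4.00 ± 0.13 FPKM. The other 4, named after their values were seen, were Mthfs, Sorl1, Kdm6b and Lox, with log2 changes of 0.57, 0.49, 0.69 and 0.63. The count ranged from 0 to 822 over 14 alternatives, with 473 higher and 349 lower under arrayWeights and 212 higher and 365 lower with the 2 groups alone, and under pseudocount 0.1 the count was 0, with 1440 genes at an unadjusted p under 0.05. Same-numbered libraries correlated at a mean r of 0.33 (2 pairs), against -0.11 for other pairs. Here too the value for other pairs follows from the same-numbered value, since the deviations of the 2 EGFP libraries mirror each other. With the replicate block 22 genes passed, 6 of them among the 9, and with the block and the GC content and length trends removed 32 passed. Of the 17 panel genes, 0 passed over all genes, 8 had an unadjusted p under 0.05, and 8 passed when the adjustment was over the panel alone.

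The inflammatory set was higher in the knockout by a mean log2 of 0.46 (19 of 20 genes, fry adjusted p = 0.0470, exact permutation p = 0.0667, the smallest possible). The disease-associated set was higher by 0.34 (29 of 33 genes, fry adjusted p = 0.0832). The interferon set was higher by 0.34 (26 of 27 genes, fry adjusted p = 0.0703). Both of these sets also had the smallest possible exact permutation p of 0.0667. The homeostatic set changed by 0.01 (12 of 22 genes raised, fry adjusted p = 0.971) and the stress response set by 0.13 (14 of 21 genes raised, fry adjusted p = 0.423). With the replicate block, the changes were 0.57, 0.40, 0.34, 0.10 and 0.13 in this order of sets, with fry adjusted p-values of 0.0209, 0.1001, 0.193, 0.692 and 0.336. The inflammatory result did not pass in 6 of 15 alternatives (pseudocount 0.1, quantile normalization, rescaling to the same sum, the 2 groups alone, the marker covariate and voom), and its adjusted p ranged from 1.00e-09 to 0.0796 over the 15, camera included. It also did not pass in 3 of the 4 fits that each left out 1 PKR knockout library (adjusted p = 0.0752, 0.102 and 0.0964 without replicates 1, 2 and 4).

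The distance of each treated group from wild type was measured next. In limma, 2796 genes differed between circRNA and wild type, 1925 higher and 871 lower with circRNA, and 3997 between PKR knockout and wild type, 1898 higher and 2099 lower in the knockout. These splits depended on the scaling, with 998 higher and 4615 lower for circRNA and 1175 and 5408 for PKR knockout after rescaling to the same sum, and 1779 and 1500, and 2374 and 2081, under median-ratio scaling. Of the 1514 genes that differed between 5xFAD EGFP and wild type, 1412 (93.3%) also differed between circRNA and wild type and 1448 (95.6%) between PKR knockout and wild type, all in the same direction. These comparisons share the wild type libraries. Same-numbered libraries of PKR knockout and wild type correlated at a mean r of 0.14 (3 pairs, from -0.18 to 0.58). With the replicate block 3870 genes passed, 3564 of them among the 3997. With the block and the GC content and length trends removed 4008 passed. The disease-associated set was higher than in wild type by 2.57 with circRNA and 2.70 in PKR knockout (33 of 33 genes in both, fry adjusted p = 3.53e-08 in both). The interferon set was higher by 0.93 and 0.94 (27 of 27 genes in both, fry adjusted p = 0.000154 in both) and the inflammatory set by 0.72 (19 of 20 genes, fry adjusted p = 0.00603) and 1.26 (20 of 20 genes, fry adjusted p = 0.000120). The exact permutation p was 0.0286 for each of these, the smallest that 4 libraries against 3 can give. Under the replicate block the PKR knockout changes in these sets were 2.73, 0.93 and 1.28, with fry adjusted p-values of 1.19e-05, 0.00449 and 0.000480. The stress response set was higher by 0.25 in PKR knockout (14 of 21 genes, fry adjusted p = 0.0336). That call was lost in 5 of 7 fits that each left out 1 library. With the block the change was 0.28 (fry adjusted p = 0.0209). With circRNA the set was higher by 0.21 (15 of 21 genes, fry adjusted p = 0.0611), a result unchanged in 9 of 15 alternatives. It passed with the block and under median-ratio scaling (0.14, fry adjusted p = 0.0303), among others, and reversed under rescaling to the same sum (-0.0508). The homeostatic set changed by -0.13 with circRNA and -0.23 in PKR knockout (16 of 22 genes lower in both, fry adjusted p = 0.563 and 0.338), and by -0.18 in PKR knockout with the block (fry adjusted p = 0.470).

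The circRNA and PKR knockout groups were then compared directly, to ask whether the circular RNA and the loss of PKR leave microglia in the same state. In limma, 670 genes differed, 463 higher and 207 lower with circRNA, 2 and 25 of them by at least 2-fold. Under median-ratio scaling 941 genes passed, of which 27.6% were higher with circRNA, against 69.1% of the 670. The split between higher and lower genes therefore depended on the scaling. Under removal of the trends on GC content and gene length, 253 genes passed, 188 of them among the 670. Same-numbered libraries correlated at a mean r of 0.19 (4 pairs), against -0.06 for other pairs. Deviations from a group mean cancel within the group, so the value for other pairs is largely set by the same-numbered value. Under the replicate block 448 genes passed, 391 of them among the 670, and with the block and the GC content and length trends removed 227 passed. Kdm6b, Gadd45b and Socs3, chosen after their values were seen, were lower with circRNA by log2 changes of -1.04, -1.28 and -1.42 (limma adjusted p = 0.000472, 0.00147 and 0.00167). Socs3 (chromosome 11, 117966079 to 117970047, minus strand) was at 21.6 ± 1.98 FPKM (SD, n = 4) with circRNA and 59.9 ± 9.88 FPKM (SD, n = 4) in the knockout, beside 26.6 ± 1.96 FPKM (SD, n = 2) with EGFP.

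The inflammatory set changed by a mean log2 of -0.54 with circRNA against PKR knockout, with 0 of 20 genes raised (fry adjusted p = 0.0119, exact permutation p = 0.0286, the smallest possible). Under the replicate block the change was -0.54 (fry adjusted p = 0.0127). The disease-associated set changed by -0.13 (20 of 33 genes lower, fry adjusted p = 0.513), the homeostatic set by 0.11 (13 of 22 genes higher, fry adjusted p = 0.654), the interferon set by -0.01 (11 of 27 genes lower, fry adjusted p = 0.991) and the stress response set by -0.04 (9 of 21 genes lower, fry adjusted p = 0.774). The block left these 4 changes as they were, since every number occurs in both groups, with fry adjusted p-values of 0.470, 0.692, 0.993 and 0.685.

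Movement of the 5xFAD genes back toward wild type was measured with separate baselines. In the held-out 5xFAD EGFP library, the 200 genes chosen as raised were higher than in wild type by a median log2 of 1.52, and the 200 chosen as lowered by -1.18. Over the raised genes, the median change with circRNA was +0.18 (SD between circRNA libraries 0.15) and in PKR knockout +0.31 (SD 0.10), so neither group was lower than 5xFAD EGFP in these genes. Over the lowered genes the 2 orders differed, at +0.46 and +0.11 with circRNA (mean +0.28, SD 0.26) and +0.27 and -0.0347 in PKR knockout (mean +0.12, SD 0.26). The median of all genes was +0.08 for circRNA and +0.01 for PKR knockout. For the raised genes with circRNA, the alternative that moved the value most was quantile normalization, which gave +0.07.

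The circRNA and PKR knockout changes, each against a different 5xFAD EGFP library, correlated across 10817 genes with a Pearson r of 0.41 and 0.26 in the 2 orders (mean 0.33) and a mean Spearman rho of 0.14. With the same baseline for both, the Pearson r was 0.54. Genes are not independent replicates, and no p-value is given.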

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

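The tests of scaling for Gpnmb, of depth and of a mislabelled library for the Y-linked genes, and of red blood cell RNA for the blood score were chosen only after the result was seen. A library was singled out where its gap to the nearest of the other 3 libraries of its group exceeded Dixon's 95% critical share of the group's range, and this happened in 3 of 104 groups of 4 tested, against 5.2 expected by chance.

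Gpnmb was at 47.5 FPKM in circRNA replicate 3, against 28.8, 31.05 and 29.5 FPKM in the other circRNA libraries. That library also had the largest sum of FPKM, 170775. After median-ratio scaling the gap was 0.841 of the range, still past the critical share, and after dividing by the sum of FPKM it was 0.816, below it. Whether the library stands apart therefore depends on the scaling, and it cannot be told apart from an effect of scaling. Other technical explanations were not tested, no biological explanation was tested, and chance is not excluded, since fewer libraries stood apart than chance gives.

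Ddx3y was at 0.0055 FPKM in PKR knockout replicate 2, against 7.06, 6.64 and 7.64 FPKM in the other PKR knockout libraries. At that library's depth of 70.0 M fragments, 2588 fragments of Ddx3y would be seen at the level of the other knockout libraries, and 2 were, so depth did not account for it. Kdm5d, Uty and Eif2s3y had 2, 0 and 1 fragments there. Eif2ak2 was at 4.61 FPKM in the same library, below the 6.49 to 8.11 FPKM of the 5xFAD libraries without the knockout, so a swap with one of those was not seen. Cst7 was at 686 FPKM there, against 2.97 to 3.05 FPKM in the wild type libraries, so neither was a swap with a wild type library. The remaining candidate explanation is a female animal among males. The labels give no sex, and Xist is not analysed here.

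The score of blood cell genes was 0.969 in PKR knockout replicate 2, against 2.59, 2.42 and 2.38 in the other PKR knockout libraries. The globin genes were lower there by a mean log2 of -2.85 and the 4 other genes of the score by -0.47, so carried-over red blood cell RNA in the other libraries is a candidate explanation. Hba-a1 ranged from 1.34 to 72.1 FPKM over the 13 libraries, and reads shared between Hba-a1 and Hba-a2 make the level of each uncertain. No biological explanation was tested.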

How the results depend on the processing

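No test in this part was chosen only after a result was seen, apart from voom on recovered fragments, removal of the GC content and gene length trends, and the block together with that removal, which were chosen after seeing the data. Changes in sets are mean log2 changes. Where a result changed under an alternative, the cause was not tested.

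The disease-associated set kept its direction and passed in all 3 comparisons with wild type under all 15 alternatives, with changes from 2.19 to 2.64 in 5xFAD EGFP, 2.27 to 2.86 with circRNA and 2.40 to 2.98 in PKR knockout. So did the interferon set in these comparisons, the inflammatory set in PKR knockout against wild type (0.98 to 1.51) and the inflammatory set in circRNA against PKR knockout (-0.65 to -0.40). Eif2ak2 passed under all 14 alternatives in circRNA against PKR knockout (0.71 to 1.00) and circRNA against wild type (0.37 to 0.67). In PKR knockout against wild type it no longer passed without a filter, with only the 2 groups or without the eBayes trend (-0.27 in each), nor with median-ratio scaling (-0.25), quantile normalization (-0.22), voom (-0.33) or the GC content and length trends removed (-0.21). The similarity of the circRNA and PKR knockout changes ranged from 0.27 to 0.54 over 7 alternatives, the highest with the same 5xFAD EGFP libraries as baseline of both, and from 0.15 to 0.42 over 8 fits that each left out 1 library. The medians over genes changed in 5xFAD stayed within 1 SD of their value under all 8 alternatives tried for them.

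Rescaling to the same sum gave 3592 genes in 5xFAD EGFP against wild type, 5613 in circRNA against wild type and 6583 in PKR knockout against wild type, with medians of all genes of -0.21, -0.25 and -0.29. It gave 0 genes in PKR knockout against 5xFAD EGFP (1793 at an unadjusted p under 0.05). The stress response set reversed in 5xFAD EGFP against wild type (-0.0392), circRNA against 5xFAD EGFP (-0.0116) and circRNA against wild type (-0.0508), and no longer passed in PKR knockout against wild type (0.0031). The homeostatic set reversed in PKR knockout against 5xFAD EGFP (-0.0466) and passed against wild type (-0.47). The inflammatory set no longer passed in PKR knockout against 5xFAD EGFP (0.44) or circRNA against wild type (0.50).

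Under quantile normalization the homeostatic set passed against wild type in 5xFAD EGFP (-0.57), circRNA (-0.58) and PKR knockout (-0.72), and reversed against 5xFAD EGFP in circRNA (-0.0185) and PKR knockout (-0.16). Eif2ak2 passed in 5xFAD EGFP against wild type (0.41), the stress response set reversed in circRNA against 5xFAD EGFP (-0.0030), and in PKR knockout against 5xFAD EGFP 0 genes passed (1466 at an unadjusted p under 0.05), the interferon set passed (0.33) and the inflammatory set did not (0.38). Under median-ratio scaling Eif2ak2 passed in 5xFAD EGFP against wild type (0.40) and PKR knockout against 5xFAD EGFP (-0.65). In the latter comparison 46 genes, the disease-associated set (0.34) and the interferon set (0.34) passed. The stress response set reversed in circRNA against 5xFAD EGFP (-0.0011) and passed in circRNA against wild type (0.14).

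With a mean of at least 5 FPKM, 862 genes passed in 5xFAD EGFP against wild type, 25 in PKR knockout against 5xFAD EGFP, 1754 in circRNA against wild type, 1934 in PKR knockout against wild type and 309 in circRNA against PKR knockout. Eif2ak2 passed in PKR knockout against 5xFAD EGFP (-0.64) and the interferon set reversed in circRNA against PKR knockout (0.0236). Zfp3, Gbe1, Eps8l1 and Iqcn have no value under this filter. Without a filter, 0 genes passed in PKR knockout against 5xFAD EGFP (1882 at an unadjusted p under 0.05) and the stress response set no longer passed in PKR knockout against wild type (0.22). With pseudocount 0.1, 0 genes passed in PKR knockout against 5xFAD EGFP (1440 unadjusted), the inflammatory set there no longer passed (0.50), and the stress response set reversed in circRNA against PKR knockout (0.0066). With voom, the corresponding values were 0 genes (1477 unadjusted), 0.51 and 0.0139.

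With the marker covariate, 2548 genes passed in 5xFAD EGFP against wild type, 12 in circRNA against 5xFAD EGFP, 17 in PKR knockout against 5xFAD EGFP and 1368 in circRNA against PKR knockout. Eif2ak2 passed in 5xFAD EGFP against wild type (0.35) and PKR knockout against 5xFAD EGFP (-0.73). The homeostatic set reversed in PKR knockout against 5xFAD EGFP (-0.17) and passed against wild type (-0.46), the inflammatory set no longer passed in PKR knockout against 5xFAD EGFP (0.29), the stress response set no longer passed in PKR knockout against wild type (0.27), and the interferon set reversed in circRNA against PKR knockout (0.0224). Fitting only the 2 groups gave 509 genes in 5xFAD EGFP against wild type, 577 in PKR knockout against 5xFAD EGFP and 1725 in circRNA against wild type. The inflammatory set then no longer passed in 5xFAD EGFP against wild type (0.80) or PKR knockout against 5xFAD EGFP (0.46), where the disease-associated set (0.34) and Eif2ak2 (-0.64) passed.

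With arrayWeights, 822 genes passed in PKR knockout against 5xFAD EGFP and 3161 in circRNA against PKR knockout. The homeostatic set passed against wild type in 5xFAD EGFP (-0.39), circRNA (-0.34) and PKR knockout (-0.37), and the stress response set in circRNA (0.18). Against 5xFAD EGFP, the disease-associated set (0.34), the interferon set (0.36) and Eif2ak2 (-0.64) passed in PKR knockout. Camera, which was run on sets alone and leaves the changes as they are, passed the homeostatic set against wild type in 5xFAD EGFP (-0.25) and circRNA (-0.13), the disease-associated set in circRNA (0.22) and PKR knockout (0.34) against 5xFAD EGFP and in circRNA against PKR knockout (-0.13), the interferon set in circRNA (0.33) and PKR knockout (0.34) against 5xFAD EGFP, and the inflammatory set in circRNA against 5xFAD EGFP (-0.0751). The stress response set no longer passed in PKR knockout against wild type (0.25).

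With the GC content and length trends removed, Eif2ak2 passed in 5xFAD EGFP against wild type (0.39), the interferon set in PKR knockout against 5xFAD EGFP (0.34) and the stress response set in circRNA against wild type (0.13), and 253 genes passed in circRNA against PKR knockout. With the replicate block as well, Eif2ak2 passed in 5xFAD EGFP against wild type (0.34) and PKR knockout against 5xFAD EGFP (-0.58), 32 genes and the disease-associated set (0.40) in the latter, the stress response set in circRNA against wild type (0.15), and 227 genes in circRNA against PKR knockout.

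Same-numbered libraries correlated at a mean r of 0.075 between circRNA and 5xFAD EGFP and 0.022 between circRNA and wild type. The latter mean covers 3 pairs that ranged from -0.42 to 0.69. With the block alone, the inflammatory set reversed in circRNA against 5xFAD EGFP (0.0374), 0 genes passed there (624 at an unadjusted p under 0.05) and the other sets changed by 0.27 (disease-associated), 0.21 (homeostatic), 0.33 (interferon) and 0.09 (stress response), none past the threshold. Eif2ak2 changed by 0.22. In circRNA against wild type 2678 genes passed, and the sets changed by 2.60 (disease-associated), -0.08 (homeostatic), 0.93 (interferon), 0.24 (stress response, now past the threshold) and 0.74 (inflammatory), and Eif2ak2 by 0.54. In PKR knockout against 5xFAD EGFP 22 genes passed.

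Leaving out 1 library at a time gave 0 to 2 genes in PKR knockout against 5xFAD EGFP over 4 fits and 147 to 506 in circRNA against PKR knockout over 8. No p-value is given without a 5xFAD EGFP replicate, where 1 library is left. Ranges in 5xFAD EGFP against wild type were -0.45 to -0.14 for the homeostatic set and 0.46 to 0.73 for the interferon set. In circRNA against 5xFAD EGFP they were 0.14 to 0.30 for the disease-associated set, which passed without circRNA replicate 4, and 0.20 to 0.47 for the interferon set, which passed without circRNA replicate 1. In PKR knockout against 5xFAD EGFP they were -0.0263 to 0.0523 (homeostatic), 0.39 to 0.54 (inflammatory) and 0.20 to 0.48 (interferon). There the inflammatory set no longer passed without PKR knockout replicate 1, 2 or 4, in 3 of 4 fits with a test, and the interferon set passed without replicate 3. Against wild type they were -0.33 to -0.0211 (homeostatic) and 0.13 to 0.27 (stress response) with circRNA, and -0.43 to -0.13 and 0.19 to 0.31 in PKR knockout. The stress response set passed in 3 of 7 of these fits with circRNA and no longer passed in 5 of 7 in PKR knockout, and the homeostatic set passed without wild type replicate 3 in these comparisons and in 5xFAD EGFP against wild type. Eif2ak2 in PKR knockout against wild type ranged from -0.36 to -0.22 and no longer passed in 5 of 7 fits. In circRNA against PKR knockout they were -0.0800 to 0.0679 (interferon) and -0.12 to 0.0029 (stress response). The median over genes raised in 5xFAD ranged from 0.20 to 0.35 in PKR knockout. Among single genes, 57 results became weaker and 12 stronger under the other alternatives, and 37 weaker, 1 stronger and 8 moved without a library.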

Other observations

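The tests of non-microglial RNA, of the sex of PKR knockout replicate 2 and of handling for the inflammatory set, and the test of wild type replicate 3, were chosen only after the result was seen.

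Other splits of the libraries were counted for the comparisons with at least 3 libraries in each group. Since the groups share replicate numbers, the real split was set against those that part as many same-numbered pairs (3 for comparisons with wild type, 4 for circRNA against PKR knockout). The number of these splits with as many genes past the threshold was 1 of 8, the real one, for circRNA against wild type, PKR knockout against wild type and circRNA against PKR knockout. The next largest of these splits gave 1419 genes for circRNA against wild type. For PKR knockout against wild type and circRNA against PKR knockout the other 7 gave 0, with at most 2736 and 968 genes at an unadjusted p under 0.05. With 8 splits the share cannot go below 0.125 whatever the data, so this test could not have told the counts apart from a chance split. Over all 35 splits, which otherwise part 0 to 2 pairs, the real one alone gave as many genes in each comparison.

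The 670 genes that differed between circRNA and PKR knockout were tested for depth, GC content and linkage to the knocked-out gene. Thinned to 45.2 M fragments each, the libraries gave 643 genes, 596 of them among the 670. Thinning adds counting noise and does not move values already scaled by depth, so the count cannot be told apart from an effect of library depth on this test. Removing the GC content and length trends gave 253 genes, 188 of them among the 670, with 57 higher with circRNA. The change followed GC content with a Spearman rho of -0.36 across 10643 genes. GC content or length bias may therefore account for part of the 670 genes, and not for those that passed after the correction. Within 10 Mb of Eif2ak2, 8.45% of genes (6 of 71) passed, against 6.17% elsewhere (Fisher's exact two-sided p = 0.451), so an effect of strain of origin around the gene was not seen. The library batch cannot be told apart from the PKR knockout group.

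The inflammatory set, higher in PKR knockout than with circRNA in all 4 libraries against all 4, changed by -0.655 after removal of the GC content and length trends, -0.396 with the marker covariate and -0.468 without PKR knockout replicate 2. The fry adjusted p was at most 0.0479 in these 3 fits. Over the 15 alternatives, which include camera beside the fry fits, the adjusted p ranged from 1.50e-16 to 0.0161. These corrections did not account for the whole difference. Thinning to equal depth gave -0.536, but values already scaled by depth are not moved by it, so the difference cannot be told apart from an effect of library depth on this test. A score of immediate-early genes, which respond to handling and cell dissociation, changed by a log2 of -0.679 with circRNA against PKR knockout (18 of 20 genes lower, exact two-sided permutation p = 0.0286, the smallest that 4 against 4 can give). A difference in handling therefore remains a possible explanation beside an effect of the knockout. The batch is a further one that cannot be tested. Against 5xFAD EGFP, the immediate-early score changed by 0.290 in PKR knockout and -0.390 with circRNA (exact permutation p = 0.2 and 0.133). The inflammatory set changed by 0.46 and -0.08, so the differences were not divided alike. Neither immediate-early change reached the smallest possible p, so this leaves handling open. Within groups the immediate-early and inflammatory scores correlated at 0.32 over 13 libraries.

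The genes lowered in 5xFAD EGFP against wild type had a median within-group correlation of 0.547 with the endothelial score over 671 genes. This was above all 10000 random lists of genes. For the raised genes it was -0.017, with none of the random lists lower, and for all genes it was 0.198. Genes that vary together can make a list extreme against random genes, so these ranks are descriptive and are not p-values. Vascular RNA carried over in different amounts is a candidate explanation for part of the lowered genes, among them Rgs5 and Igfbp7. Both of these genes still passed with the marker covariate. That covariate mixes endothelial with neuron, astrocyte and oligodendrocyte markers, so it cannot separate out vascular RNA. A change of vascular cells in 5xFAD was not tested.

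Wild type replicate 3 stood apart from the other wild type libraries. Its neuron, astrocyte, oligodendrocyte and endothelial markers were higher than in those by a median log2 of 1.27 over 41 genes, above all 10000 random lists, while the median of all genes was -0.10 and that of the homeostatic set -0.61. Markers of a cell type vary together, so the rank among random lists is descriptive here too. RNA from other cells in that library is a candidate explanation. The homeostatic set passed in the comparisons with wild type when this library was left out, and not when another was, apart from the 5xFAD EGFP libraries, without which no test was made. No biological explanation was tested.

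Eif2ak2 was at 3.86 ± 0.64 FPKM (SD, n = 4) in PKR knockout. Which exons the fragments came from is not analysed here.

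With the marker covariate, the genes lower in circRNA than in 5xFAD EGFP were Cplx1, Rasl10b, Diras2, Cacnb3, Jph4, Shank1, Dusp8, Fbxl16, Dact3, Slc17a7, Cplx2 and Celf4, chosen after their values were seen, with log2 changes from -0.73 (Cplx1) to -0.44 (Dusp8). Slc17a7 is itself a neuron marker in the covariate. The neuron marker score was lower with circRNA (1.74 to 2.86) than with EGFP (2.91 to 3.10), and the mixed covariate cannot remove that difference. An effect of the circular RNA on microglia therefore cannot be read from these genes.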
